A study of Mus musculus with 6 samples. Its data were reported in "Heterochromatic gene silencing controls CD4+ T cell susceptibility to regulatory T cell-mediated suppression in a murine allograft model" (2025).

How the data were processed

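Regulatory T cells (Treg) were sorted from the spleen of mice after a bone marrow graft, and total RNA was sequenced from 6 libraries. Recipients were irradiated C57BL/6 (B6) mice that had received B6 and semi-allogeneic B6D2F1 bone marrow, expanded wild-type (WT) Treg carrying the Thy1.1 marker, and naive conventional CD4 T cells (Tconv) that were either WT or knocked out (KO) for HP1α, a heterochromatin protein encoded by Cbx5. All Treg were WT, and the groups differed in the genotype of the Tconv. Per the labels, 3 libraries were Treg with WT Tconv and 3 were Treg with HP1α KO Tconv.

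The authors trimmed the reads, aligned them with STAR to the GRCm39 mouse genome with an Ensembl annotation, and estimated expression per gene with Salmon within the nf-core RNA-seq pipeline. The deposited values are estimated counts per gene, not normalized and held as whole numbers, so no further rounding was needed. Estimated counts share ambiguous reads between genes by a model, which can move reads between overlapping or near-identical genes. The deposited table holds 29199 genes, each with at least 1 count over the 6 libraries. A gene symbol was lacking for 64 of them, which held 0.0231% of all counts and were kept under their identifiers. No per-sample column was left unused. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

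Genes were tested with the quasi-likelihood F-test of edgeR version 4.0.16 (glmQLFit with robust = TRUE and glmQLFTest) in R version 4.3.3, with TMM normalization, the filterByExpr filter, which kept 18321 genes, and group as the sole term. The design did not set the quasi-likelihood method, so the default of that version, which is its earlier (legacy) method, was used. The newer method had been used in an earlier version of the fit by mistake, after a first fit had been seen. It was replaced by the default, and is reported as an alternative chosen after the data had been seen. Differential expression required a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of F. Fold changes are Treg with HP1α KO Tconv over Treg with WT Tconv. Levels of single genes in the comparisons by edgeR are given as CPM, the count over the TMM-scaled library total times 1e6, and log2 CPM uses the same totals. CPM of summed genes, of the cell type lists and their genes, of Trbv19 and of mitochondrial and Malat1 RNA use the library total without TMM scaling. Where a group had 0 counts throughout, a bound was computed against a floor of 3 counts per library, scaled in the same way.

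Gene lists, tests, named genes and the alternatives were fixed before the data were examined, except where stated. Genes to name were those passing both thresholds with a mean of at least 10 counts and groups that did not overlap, up to 6 in each direction, or, if none passed, the 3 in each direction with the smallest unadjusted p-value. Cbx5, Cbx1, Cbx3, Foxp3, Il2ra, Ctla4, Ikzf2, Thy1, Ifng, Il17a and Il10 were named in any case. A list of 10 HP1 pathway genes and a list of 36 Treg identity and suppression genes were adjusted over the list alone and over all genes. Gene sets were tested with camera of limma version 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. Shares of Trbv19, marker sums of other cell types and distances between libraries over the 500 most variable genes were compared with two-sided exact permutation tests, for which 3 libraries against 3 give a smallest p-value of 0.1. Single-library shares have 95% Wilson intervals.

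Alternatives comprised DESeq2 version 1.42.0, with independent filtering at 0.1, limma-voom, glmTreat, a fit without robust estimation, 3 other normalizations, 2 other count filters, the replicate number as a block, and leaving out each library in turn. Offsets for GC content and for transcript length, fitted per library by loess with a span of 0.5, and DESeq2 without replicate 3 of Treg with WT Tconv were added after the data had been seen. Positions, biotypes, GC content and lengths came from a later GENCODE annotation of GRCm39, the assembly of the authors, which matched 28854 of the identifiers. Near-identical transcripts were searched with BLAST at an identity of at least 95% over at least 80% of the gene.

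The fits were tested on simulated data with counts for 18321 genes of which 200 were changed by 1.5 to 2.5 on the log2 scale. Each simulated gene had the dispersion of the edgeR trend at its level, without further spread between genes. Only genes above a set mean count were changed. edgeR called 183 of the changed genes (91.5%) with 7 false calls, and DESeq2 called 189 with 62 false calls. When the 200 genes were changed by 0.5 on the log2 scale, edgeR called 18 of them with 0 false calls and DESeq2 called 32 with 28 false calls. When no gene was changed, edgeR made 0 calls and DESeq2 made 3.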

Results

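Total RNA was sequenced from Treg recovered from the spleen after transplantation, in 3 libraries of Treg co-injected with WT Tconv and 3 libraries of Treg co-injected with HP1α KO Tconv. The totals in Treg with WT Tconv were 96318913, 98611341 and 119078882 counts for replicates 1, 2 and 3. Those in Treg with HP1α KO Tconv were 90817385, 97214397 and 87421755 counts. The number of genes with at least 1 count ranged from 22573 to 24626 per library. Replicate pairs of a group differed by more than sampling noise, with a chi-square per degree of freedom of 21.3 or more over genes with a mean of at least 10 counts, so each library counted as 1 replicate.

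HP1α is encoded by Cbx5 (ENSMUSG00000009575, GRCm39 chromosome 15, 103099505 to 103148419, minus strand), which was deleted in the Tconv and not in the Treg. Cbx5 was expressed in all 6 Treg libraries, at 135 CPM ± 18.5 (SD, n = 3) in Treg with WT Tconv and 120 CPM ± 12 (SD, n = 3) in Treg with HP1α KO Tconv. The log2 fold change was -0.17 with a standard error of 0.115, and the adjusted p-value of the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was 0.534 over all genes tested and 0.285 over the HP1 pathway list. Without replicate 2 of Treg with WT Tconv, the alternative that moved it most, the log2 fold change of Cbx5 was -0.27. Without replicate 3 of that group it was -0.09, and edgeR, limma-voom and DESeq2 adjusted p-values ranged from 0.439 to 0.811 over the 16 alternatives in which it was fitted.

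The main comparison asked whether the transcriptome of Treg differed with the genotype of the Tconv they had been exposed to. Of 18321 genes tested with edgeR, 0 had an adjusted p-value under 0.05, and 0 were differentially expressed. An unadjusted p-value under 0.05 was obtained for 2656 genes, of which 1279 were higher and 1377 lower in Treg with HP1α KO Tconv, where 916 would be obtained by chance under independence. The groups did not overlap for 4222 genes (23.04%), where chance gives 10%. The absolute log2 fold change exceeded 1 for 813 genes, and its median over all genes was 0.169. The count depended on the test. DESeq2, the tool of the study and the alternative that moved it most, gave 526 genes with an adjusted p-value under 0.05. Of these, 159 were higher and 367 lower in Treg with HP1α KO Tconv, and 16 were differentially expressed (4 higher and 12 lower). All 526 had the same direction in edgeR, 525 had an unadjusted p-value under 0.05 there, and their median absolute log2 fold change was 0.453. The count also depended on the filter, since edgeR without a filter beyond 1 count gave 38 genes, 7 higher and 31 lower, of which 37 were also called by DESeq2. Single libraries moved the DESeq2 count too, from 181 genes without replicate 3 of Treg with WT Tconv to 1413 genes without replicate 2 of Treg with HP1α KO Tconv. The 16 differentially expressed genes became 9 without replicate 3 of Treg with HP1α KO Tconv and 38 without replicate 2 of that group.

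No gene passed both thresholds in edgeR with the filter, and the genes with the smallest unadjusted p-values are given as not passing there. Among genes higher in Treg with HP1α KO Tconv these were Gm10259, Ncln and Nod1. Ncln (ENSMUSG00000020238, chromosome 10, 81322074 to 81332226, minus strand) had 47.5 CPM ± 0.888 (SD, n = 3) with WT Tconv and 63.9 CPM ± 3.16 (SD, n = 3) with HP1α KO Tconv, a log2 fold change of 0.43 with a standard error of 0.0662 and adjusted p-values of 0.209 in edgeR and 0.000816 in DESeq2. Nod1 (ENSMUSG00000038058, chromosome 6, 54900927 to 54949647, minus strand) had a log2 fold change of 0.58 with a standard error of 0.0929 and adjusted p-values of 0.209 in edgeR and 0.000276 in DESeq2. Without the filter, the edgeR adjusted p-value was 0.036 for Ncln and for Nod1, and 3.7e-06 for Gm10259. Gm10259 (ENSMUSG00000069083, chromosome 3, 25265180 to 25266769, minus strand), annotated as a processed pseudogene, had 0 counts in the 3 libraries of Treg with WT Tconv and 125, 109 and 205 counts in the others, at least 54.5-fold higher, with an edgeR adjusted p-value of 0.101, and DESeq2 gave it none. Its sequence is 99.8% identical to that of Kpna2, which had 10931 to 13517 counts per library, so the assignment of its reads is uncertain.

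Among genes lower in Treg with HP1α KO Tconv these were Zbtb9, Dnaja1 and Hlf. Hlf (ENSMUSG00000003949, chromosome 11, 90227221 to 90281761, minus strand) had 4.60 CPM ± 0.561 (SD, n = 3) with WT Tconv and 2.13 CPM ± 0.147 (SD, n = 3) with HP1α KO Tconv, a log2 fold change of -1.11 with a standard error of 0.158 and adjusted p-values of 0.209 in edgeR and 1.29e-05 in DESeq2. Dnaja1 (ENSMUSG00000028410, chromosome 4, 40722056 to 40737149, plus strand) had a log2 fold change of -0.51 with a standard error of 0.0712 and adjusted p-values of 0.209 in edgeR and 1.52e-05 in DESeq2. Part of its sequence is shared with pseudogenes, including 1194 bases at 99.4% identity with Gm15542. Zbtb9 (ENSMUSG00000079605, chromosome 17, 27192131 to 27227350, plus strand) had 1102, 1920 and 1154 counts with WT Tconv and 0 in each library with HP1α KO Tconv, at least 425-fold lower, with adjusted p-values of 0.209 in edgeR and 3.43e-22 in DESeq2. Hlf and Zbtb9 thus passed both thresholds in DESeq2. Without the filter, the edgeR adjusted p-values were 0.0297 for Hlf, 0.0217 for Dnaja1 and 0.0916 for Zbtb9. The read-through gene Gm50253 overlaps 74.3% of its exonic bases on the same strand, and the summed counts of Zbtb9 and Gm50253, without TMM scaling, were 29.6 CPM ± 2.68 (SD, n = 3) with WT Tconv and 32.9 CPM ± 1.28 (SD, n = 3) with HP1α KO Tconv, with an exact permutation p-value of 0.2.

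**Figure D1:**
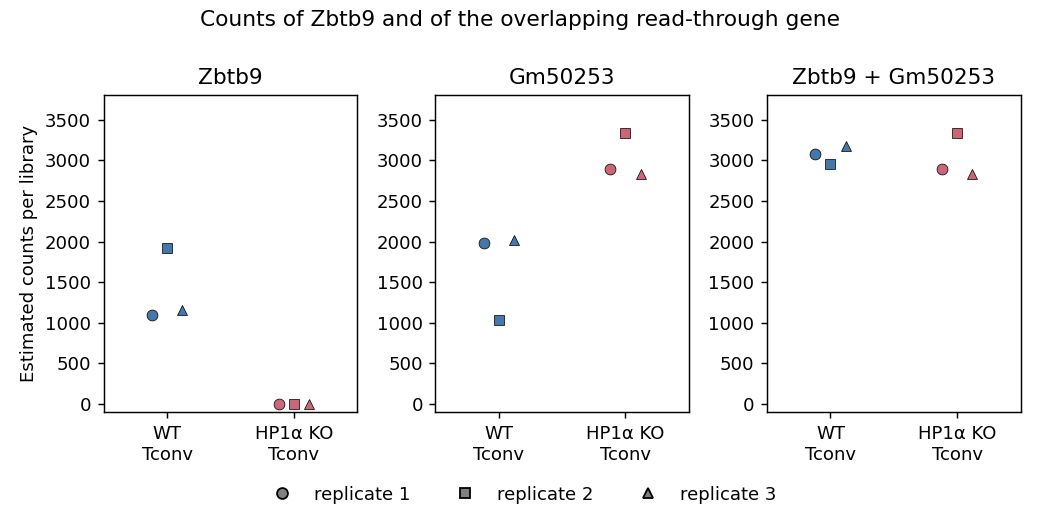
Estimated counts per library (y axis) of Zbtb9, of the overlapping read-through gene Gm50253 and of their sum in Treg with WT or HP1α KO Tconv, where each point is 1 library and its shape the replicate. Zbtb9 was at 0 in all libraries with HP1α KO Tconv, whereas the sums of the groups overlapped, from 2837 to 3334 counts.

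Genes of Treg identity and suppression were then examined. Of the 36 listed genes, 0 had an adjusted p-value under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested, and 11 had an unadjusted p-value under 0.05. The log2 fold changes ranged from -0.55 to 0.35, with 17 genes higher and 19 lower. Under DESeq2, 5 genes passed when adjusted over the list alone and 3 (Ctla4, Il10 and Lag3, singled out after their values were seen) when adjusted over all genes tested. Foxp3 (ENSMUSG00000039521) had 210 CPM ± 10.9 (SD, n = 3) with WT Tconv and 211 CPM ± 51.2 (SD, n = 3) with HP1α KO Tconv. Its log2 fold change was 0.00 with an edgeR adjusted p-value of 0.994. The sign changed with several alternatives, for example to -0.14 without replicate 3 of Treg with HP1α KO Tconv. Replicate 2 of that group was at 154 CPM, against 228 and 252 CPM in replicates 1 and 3, and without it the log2 fold change was 0.19. Foxp3 shares 18.6% of its exonic bases with Flicr, so its counts are uncertain to that extent. Il2ra had a log2 fold change of -0.04, and Ikzf2 one of -0.16, with edgeR adjusted p-values of 0.946 and 0.535, and that of Il2ra became 0.15 without replicate 2 of Treg with HP1α KO Tconv. Ctla4 (ENSMUSG00000026011, chromosome 1, 60926159 to 60954991, plus strand) was at 1240 CPM ± 119 (SD, n = 3) and 948 CPM ± 130 (SD, n = 3), a log2 fold change of -0.38 with a standard error of 0.118 and adjusted p-values of 0.232 in edgeR and 0.0414 in DESeq2. Il10 (ENSMUSG00000016529, chromosome 1, 130947581 to 130952711, plus strand) was at 184 CPM ± 18.2 (SD, n = 3) and 128 CPM ± 26.7 (SD, n = 3), a log2 fold change of -0.52 with a standard error of 0.163 and adjusted p-values of 0.246 in edgeR and 0.018 in DESeq2. Thy1 had a log2 fold change of 0.27 with an edgeR adjusted p-value of 0.275. Its count pools the Thy1.1 marker of the injected Treg, from Foxp3-Thy1.1 mice, with any other Thy1 allele in these or other cells. Ifng and Il17a had log2 fold changes of -0.13 and -0.94 with edgeR adjusted p-values of 0.713 and 0.399, the latter from 11 to 72 counts per library. Without replicate 3 of Treg with HP1α KO Tconv, the log2 fold changes of Ikzf2, Thy1 and Il17a were -0.08, 0.17 and -0.56. Ifng overlaps Gm49751 over 25.9% of its exonic bases, and its log2 fold change became 0.04 without replicate 2 of Treg with WT Tconv.

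**Figure D2:**
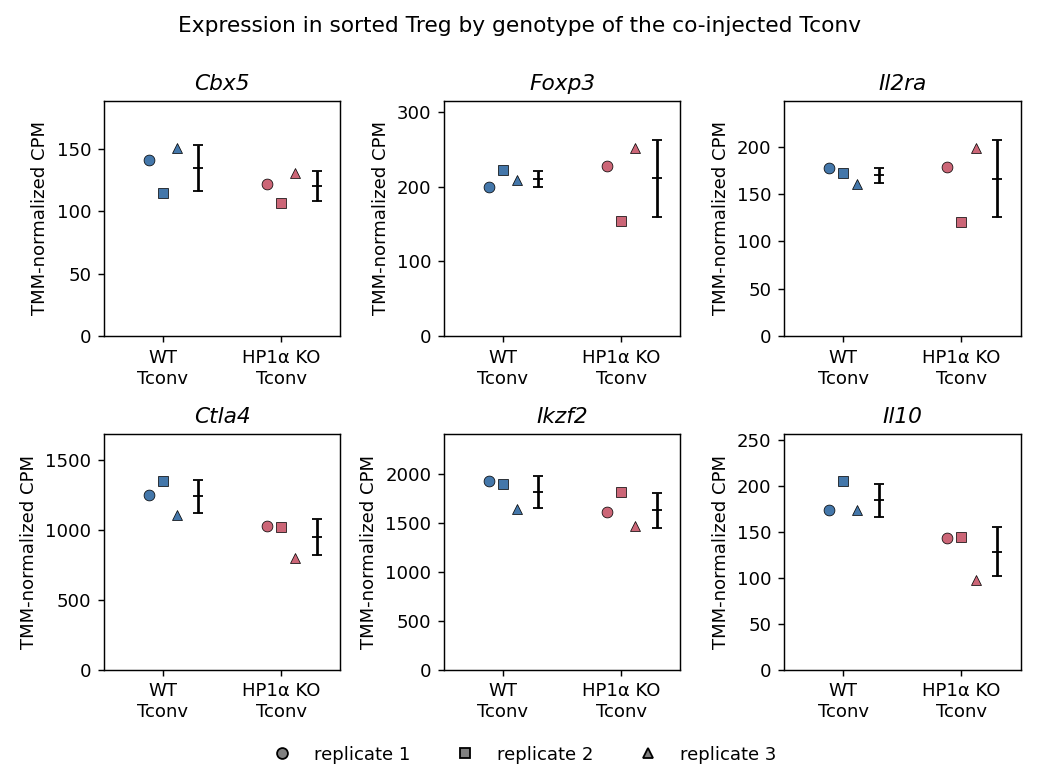
TMM-normalized CPM (y axis) of 6 genes in Treg with WT or HP1α KO Tconv, where each point is 1 library, its shape the replicate, and the bars the mean and SD of the 3 libraries. The groups overlapped for Cbx5, Foxp3, Il2ra and Ikzf2 and did not overlap for Ctla4 and Il10.

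Of the 10 genes of the HP1 pathway, 2 (Cbx3 and Suv39h2) had an adjusted p-value under 0.05 when adjusted over the list alone, and 0 when adjusted over all genes tested. Cbx3 (ENSMUSG00000029836, chromosome 6, 51447082 to 51460691, plus strand), which encodes HP1γ and shares 552 bases at 99.8% identity with the pseudogene Cbx3-ps6, was at 207 CPM ± 3.22 (SD, n = 3) and 171 CPM ± 9.99 (SD, n = 3), a log2 fold change of -0.28 with a standard error of 0.0663 and an edgeR adjusted p-value of 0.0265 over the list and 0.209 over all genes. DESeq2 also gave 2 genes over the list alone and 1 over all genes tested, Cbx3, with an adjusted p-value of 0.0318. Suv39h2 had a log2 fold change of -0.47 with an edgeR adjusted p-value of 0.0453 over the list. The count of 2 fell to 0 with total counts as the sole scaling and without any 1 of the 3 replicates of Treg with WT Tconv or without replicate 1 of Treg with HP1α KO Tconv, and to 1 without replicate 2 or 3 of the latter group. Cbx1, which encodes HP1β, had a log2 fold change of -0.16 with an edgeR adjusted p-value of 0.517, and one of -0.05 without replicate 2 of Treg with HP1α KO Tconv.

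The gene sets tested with camera numbered 4, and none had an adjusted p-value under 0.05 over the 4 sets. The Treg identity and suppression list had a median log2 fold change of -0.02 over 36 genes with an adjusted p-value of 0.704. The Th1 set had -0.04 over 73 genes with an adjusted p-value of 0.763. The set of HP1α-repressed Tconv genes, which the study derived from other libraries, had 0.06 over 47 genes with an adjusted p-value of 0.704. The exhaustion set had -0.12 over 97 genes, 67 of them lower, with an unadjusted p-value of 0.024 and an adjusted p-value of 0.096. No set passed with fry or with an estimated correlation, where the exhaustion set had adjusted p-values of 0.528 and 0.849. Without replicate 2 of Treg with HP1α KO Tconv, the adjusted p-value of the exhaustion set was 0.0178, and without replicate 3 of that group it was 0.731.

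Trbv19 encodes the T cell receptor Vβ6 chain, which recognises a superantigen of the donor marrow. Its share of all T cell receptor β V counts was 4.48% ± 0.45 (SD, n = 3) in Treg with WT Tconv and 4.18% ± 1.03 (SD, n = 3) in Treg with HP1α KO Tconv, with a two-sided exact permutation p-value of 0.7, where 0.1 is the smallest possible. The lowest share was 3.16% (95% Wilson interval 3.02 to 3.31) in replicate 1 of Treg with HP1α KO Tconv, and the highest was 5.21% (5.04 to 5.39) in replicate 2 of the same group. Without that replicate 1, the difference between groups changed sign, to 0.206 percentage points.

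Marker genes of other cells were summed per library in 11 lists, as CPM without TMM scaling, and two-sided exact permutation p-values ranged from 0.3 to 1 (adjusted p-values of 0.88 or more). Since 0.1 is the smallest p-value that this permutation test can give, the test could not have found a list to differ. Whether any list differed stays open. Red cell genes reached 5501 CPM in replicate 3 of Treg with WT Tconv, against 370.2 to 687.7 CPM in the other 5 libraries. Neutrophil genes reached 1535 CPM there, against 35.96 to 195.7 CPM, and macrophage or monocyte genes 176.9 CPM, against 12.53 to 47.33 CPM. Of the 176.9 CPM, 165 CPM came from Lyz2 alone. B cell genes were at 619 CPM ± 22.4 (SD, n = 3) and 663 CPM ± 54.2 (SD, n = 3), plasma cell genes at 196 ± 33.6 and 163 ± 19.2, dendritic cell genes at 19.1 ± 5.98 and 12.8 ± 3.86, NK cell genes at 10.2 ± 2.22 and 8.66 ± 0.134, CD8 T cell genes at 6.95 ± 0.676 and 7.26 ± 1.52, and effector Tconv genes at 117 ± 5.13 and 123 ± 22.8. Without replicate 3 of Treg with WT Tconv, the difference between groups moved from -32.1 to -12.7 CPM for plasma cell genes and from -1.54 to -0.43 CPM for NK cell genes. For dendritic cell genes it was -6.31 CPM, against -9.73 CPM without replicate 2 of Treg with WT Tconv and -4.18 CPM without replicate 3 of Treg with HP1α KO Tconv. For B cell genes it was 43.8 CPM, against 22.5 CPM without replicate 3 of Treg with HP1α KO Tconv and 74.3 CPM without replicate 2 of that group. With TMM scaling the difference was 27.55 CPM for B cell genes, and it fell from 5.76 to 2.39 CPM for effector Tconv genes. It fell from 0.307 to 0.118 CPM for CD8 T cell genes and moved from -24.7 to -36.9 CPM for genes of the Y chromosome. No list changed sign with that scaling. Genes of the Y chromosome were at 468 ± 25.9 and 443 ± 37.5 CPM. Their difference was -24.7 CPM, against -46.15 CPM without replicate 2 of Treg with HP1α KO Tconv and -11.6 CPM without replicate 3 of that group. Xist did not exceed 0.0991 CPM in any library.

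**Figure D3:**
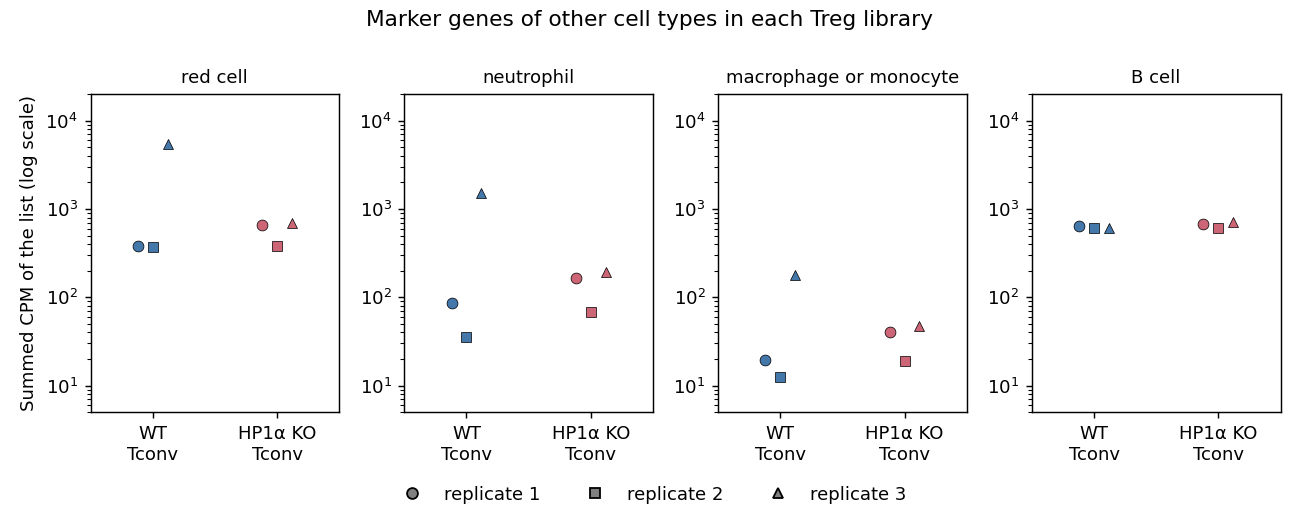
Summed CPM without TMM scaling (y axis, log scale) of marker genes of red cells, neutrophils, macrophages or monocytes, and B cells in Treg with WT or HP1α KO Tconv, where each point is 1 library and its shape the replicate. Replicate 3 of Treg with WT Tconv lies above the other 5 libraries for the first 3 lists.

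Over the 500 most variable genes, libraries of a group were not closer to each other than to those of the other group. The mean Euclidean distance of log2 CPM over these genes was 62.0 within groups and 58.3 between groups, a difference of -3.71 with a two-sided exact permutation p-value of 0.3. The first principal component held 55.4% of the variance and set replicate 3 of Treg with WT Tconv apart, at 60.9 against values from -27.7 to 3.4 in the other 5 libraries. The difference changed sign without replicate 1 or replicate 2 of Treg with WT Tconv, to 1.88 and 2.69.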

Values the study reported

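The study called genes differentially expressed with DESeq2 when the absolute log2 fold change was greater than 1 and the adjusted p-value was below 0.05. From the comparison of these Treg, the paper states that it detected no effect of HP1α deficiency in the Tconv on how Treg were programmed. Its text gives no count of differentially expressed genes for the Treg.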

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

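With edgeR, the count of genes with an adjusted p-value under 0.05 was 0 in the reported fit and stayed at 0 with limma-voom, without robust estimation, with RLE, with total counts only, with at least 10 counts in every library, with a GC content offset and with the newer quasi-likelihood method. It was 1 with upper quartile scaling (Gm10259) and 38 without a filter beyond 1 count, of which 4 were differentially expressed. That unfiltered count was 0 under the newer quasi-likelihood method, a pair of choices tried after the data had been seen, so the 38 calls depended on the filter and on the method. All 38 genes also passed the reported filter, where none was called. The fits that each left out 1 library gave 0 to 2 genes and 0 to 1 differentially expressed genes. These were Zbtb9 without replicate 2 of Treg with WT Tconv, and Rel and Trav13n-2 without replicate 1 of Treg with HP1α KO Tconv. glmTreat also gave 0 differentially expressed genes.

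DESeq2 gave 526 genes, 16 of them differentially expressed. With offsets chosen after the data had been seen, it gave 345 and 13 with GC content (272 of the 345 shared with the uncorrected calls) and 520 and 17 with transcript length. Without replicate 3 of Treg with WT Tconv, DESeq2 gave 181 genes and 22 differentially expressed genes. Across the 6 DESeq2 fits that each left out a library, the latter ranged from 9 without replicate 3 of Treg with HP1α KO Tconv to 38 without replicate 2 of that group. On simulated counts with 200 changed genes DESeq2 made 62 false calls among 251, and edgeR called 18 of 200 genes changed by 0.5 on the log2 scale. Most simulated changes of that size were missed, although some of the 200 were called. Each simulated gene had the dispersion of the edgeR trend, and only genes above a set mean count were changed. Real genes may spread more, so how many such genes the count of 0 leaves room for was not tested. The DESeq2 count may hold an excess of false calls. The cause of the gap between the 526 and the 0 genes was not settled by these fits. DESeq2 gave no adjusted p-value for 17102 of the 29199 genes, so the tests also adjusted over different sets of genes.

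Same-numbered libraries shared little of their deviations, with correlations of -0.042, 0.18 and 0.12 for replicates 1, 2 and 3. These values cannot exclude that same-numbered libraries came from a shared experiment, which the labels do not record. With the replicate block, 1 gene (Zbtb9) had an adjusted p-value under 0.05 and was differentially expressed, the HP1 pathway list gave 0 genes and the Treg list 3. The block changed no other call among the comparisons run with it, gene sets included, though the sign of Foxp3 changed.

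The HP1 pathway list gave 2 genes in the reported fit, 1 without robust estimation, 1 with upper quartile scaling, 0 with total counts only, and 0 to 1 across the 6 fits that each left out a library, so that no such fit gave 2. The Treg list gave 5 genes under DESeq2 and 0 to 1 across the fits that left out a library. Cbx5 had the same direction and side of the threshold in the 16 alternatives in which it was fitted, from -0.27 to -0.09 on the log2 scale.

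Across the fits that each left out 1 library, adjusted p-values ranged from 0.242 to 0.987 for the Treg set, 0.40 to 0.987 for the Th1 set, 0.0935 to 0.987 for HP1α-repressed Tconv genes and 0.0178 to 0.731 for the exhaustion set, with changes of direction in the first 3. Foxp3 changed sign with limma-voom (-0.026) and the replicate block (-0.024), and ranged from -0.14 to 0.19 when a library was left out. Il2ra ranged from -0.18 to 0.15 and Ifng from -0.25 to 0.041 when a library was left out. The cause was not tested.

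The difference in Trbv19 changed sign when taken as CPM of all counts, to 1.12 CPM, and ranged from -0.819 to 0.206 percentage points when a library was left out. The differences in CPM ranged from -2366 to 199.5 for red cell genes, -667.6 to 81.8 for neutrophil genes and -62.75 to 19.44 for macrophage or monocyte genes, each turning positive without replicate 3 of Treg with WT Tconv. They ranged from -0.49 to 1.02 for CD8 T cell genes, turning negative without replicate 3 of Treg with HP1α KO Tconv, and from -6.96 to 15.1 for effector Tconv genes, turning negative without replicate 2 of that group. The distance difference ranged from -9.75 to 2.69. The cause of these changes was not tested beyond the library named. Zbtb9 and Gm10259 had no value with at least 10 counts in every library.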

Other observations

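Apart from the splits of the libraries, the tests in this part were chosen after the pattern they address had been seen. For Zbtb9, the red cell, neutrophil and macrophage genes, the early response genes and the splits for differentially expressed genes, the result that the test measures had been seen as well.

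The real split of the 6 libraries stood apart from the 9 others in the number of small p-values. It gave 2656 genes with an unadjusted p-value under 0.05 in edgeR, against 337 to 842 in the other splits, and 526 genes with an adjusted p-value under 0.05 in DESeq2, against 3 to 120. For each of these counts, 1 of the 10 splits gave a result as large, the real one, which is the smallest share that 10 splits allow and cannot reach 0.05. The DESeq2 count of differentially expressed genes did not stand apart, since 5 of the 10 splits gave at least 16. The edgeR count of differentially expressed genes and that of the Treg list were 0, which all 10 splits must reach, so the splits test nothing there. For the HP1 pathway list, 1 of the 10 splits gave 2 genes or more. For the exhaustion set, 3 of the 10 splits gave a p-value as small.

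Log2 fold changes rose with GC content across 10528 expressed protein-coding genes (Spearman rho 0.29 across genes, which are not independent replicates). Relative to the mean of the 6 libraries, rho with GC content was -0.42, -0.22 and -0.047 in Treg with WT Tconv and 0.27, 0.16 and 0.16 in Treg with HP1α KO Tconv. The median GC content was 54.6% in genes called higher by DESeq2 and 45.2% in those called lower. With a GC offset DESeq2 called 345 genes, 272 of them among the 526, and with a length offset 520, 457 of them among the 526, both above the limit of 1 in 2 set beforehand, which argues against either as the whole cause. The GC trend may still account for part of the calls, since the count fell from 526 to 345. A technical difference between libraries and a biological effect of the Tconv genotype both stay open, because the trend follows the groups and the labels give no batch.

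Replicate 3 of Treg with WT Tconv held the highest level of each of the 18 genes in the red cell, neutrophil and macrophage lists, by a wide margin for some and barely for Cd68 (4.87 CPM against 4.73 CPM), with Hbb-bs at 3220 CPM against 191 to 351 CPM and S100a9 at 733 CPM against 16.4 to 84.7 CPM. Some RNA from blood or marrow cells in that library is a candidate explanation. The count of 18 does not test it, since the lists were singled out because their sums peaked in that library, and no biological explanation was tested. Leaving it out lowered the DESeq2 count to 181, but leaving out any 1 library also costs a replicate, and the other 5 such fits gave 279 to 1413 genes, so a part of that RNA in the DESeq2 calls cannot be told apart from the loss of a library. Without it the common dispersion in edgeR was 0.0337, against 0.0704 to 0.0916 in the other 5 fits.

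Zbtb9 and Gm10259 were the 2 genes with 0 counts throughout 1 group and at least 20 in every library of the other. For Zbtb9, the summed counts with the read-through gene Gm50253 had a ratio of 1.11 between the groups, so a split of reads between the overlapping genes may explain the zeros. Why that split followed the groups was not tested. For Gm10259, the near-identical Kpna2 had 79.7 times its counts in Treg with HP1α KO Tconv. That is short of the 100 times set beforehand, so a split of reads and transcription of the pseudogene cannot be told apart by this test.

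Trav6-3 and Trav7-3, higher in DESeq2, each have a partner segment of at least 99% identity. Summed with its partner, the ratio between groups was 1.35 for Trav6-3 and 1.71 for Trav7-3, with exact permutation p-values of 0.6 and 0.2. The summed counts of the groups overlapped for both segments. Those of Trav6-3 were highest in replicate 2 of Treg with WT Tconv, at 1446, against 771 to 1267 in Treg with HP1α KO Tconv. A permutation test of 3 against 3 cannot pass 0.05, so for these segments shared reads, clonal expansion in single mice and an effect of the group cannot be told apart.

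The 34 genes of an early response and heat shock list, written after Dnaja1 had been seen among the lowest p-values, had a median log2 fold change of -0.199, with 22 lower and 12 higher, and 10 with an unadjusted p-value under 0.05 in edgeR. Their mean deviation was 0.375 on the log2 scale in replicate 3 of Treg with WT Tconv and from -0.236 to 0.0677 in the other 5 libraries. Handling of the cells before lysis could give such a pattern, and since the labels record no handling it cannot be told apart from an effect of the Tconv.

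Replicate 2 of Treg with HP1α KO Tconv had 3823 CPM of mt-Rnr2 against 17720 to 20720 in the other 5 libraries, and 6793 CPM of Malat1 against 10640 to 14900, while mt-Co1 was at 4934 CPM against 4398 to 5337. Its Trbv17 share was 4.83% of T cell receptor β V counts, against 1.63% to 2.06%.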
